# Sexually Dimorphic Alterations in the Transcriptome and Behavior with Loss of Histone Demethylase *KDM5C*

**DOI:** 10.3390/cells12040637

**Published:** 2023-02-16

**Authors:** Katherine M. Bonefas, Christina N. Vallianatos, Brynne Raines, Natalie C. Tronson, Shigeki Iwase

**Keywords:** chromatin regulators, x-linked intellectual disability, learning and memory, neurodevelopmental disorders, histone demethylase

## Abstract

Chromatin dysregulation has emerged as a major hallmark of neurodevelopmental disorders such as intellectual disability (ID) and autism spectrum disorders (ASD). The prevalence of ID and ASD is higher in males compared to females, with unknown mechanisms. Intellectual developmental disorder, X-linked syndromic, Claes-Jensen type (MRXSCJ), is caused by loss-of-function mutations of lysine demethylase 5C (*KDM5C*), a histone H3K4 demethylase gene. KDM5C escapes X-inactivation, thereby presenting at a higher level in females. Initially, MRXSCJ was exclusively reported in males, while it is increasingly evident that females with heterozygous *KDM5C* mutations can show cognitive deficits. The mouse model of MRXSCJ, male *Kdm5c*-hemizygous knockout animals, recapitulates key features of human male patients. However, the behavioral and molecular traits of *Kdm5c*-heterozygous female mice remain incompletely characterized. Here, we report that gene expression and behavioral abnormalities are readily detectable in *Kdm5c*-heterozygous female mice, demonstrating the requirement for a higher KDM5C dose in females. Furthermore, we found both shared and sex-specific consequences of a reduced KDM5C dose in social behavior, gene expression, and genetic interaction with the counteracting enzyme KMT2A. These observations provide an essential insight into the sex-biased manifestation of neurodevelopmental disorders and sex chromosome evolution.

## 1. Introduction

Mutations in methyl histone regulators are overrepresented in neurodevelopmental disorders (NDDs) such as intellectual disabilities and autism spectrum disorders [1,2,3,4,5]. The prevalence of these conditions is higher in males than in females: approximately 1.5-fold for intellectual disability and 4-fold higher for autism spectrum disorders [6,7]. Biological differences such as sex chromosomes and hormones may contribute to sex-biased prevalence. However, the diagnosis of these conditions is based on the assumption that behavioral manifestations of a specific brain malfunction are the same between the human sexes. The validity of the assumption is questionable given the above biological differences, and the incorrect assumption could contribute to the sex-biased prevalence [8]. Thus, understanding the sex-specific impact of methyl histone dysregulation is necessary to grasp the prevalence and manifestation of NDDs accurately. 

One way to measure the impact of sex on the pathophysiology of NDDs is to compare females and males in animal models with a defined genetic lesion. Mouse models of NDD associated with histone methylation dysregulation have demonstrated a critical role of methyl writer [9,10,11,12] and eraser enzymes [13,14,15] in normal cognitive development. Some studies have examined both sexes in mouse models [11,16,17,18,19]. When ATRX (Alpha-thalassemia/mental retardation-X gene), an X-linked chromatin remodeling enzyme that recognizes Histone 3 Lysine 9 methylation, was deleted, the mice exhibited sexually dimorphic behavior and gene expression changes [17,18]. However, most studies either solely used males or failed to disaggregate data by sex. As a result, little is known about the etiology, pathogenesis, and manifestations of NDDs in females. 

Lysine demethylase 5C (*KDM5C*) represents an excellent case for exploring the sex-specific impact of methyl histone dysregulation. *KDM5C* is X-linked and encodes an enzyme, which removes methylation specifically from histone H3 lysine 4 (H3K4me) [20,21]. Loss-of-function mutations in *KDM5C* cause intellectual developmental disorder, X-linked syndromic, Claes-Jensen type (MRXSCJ), characterized by shorter statures, cognitive deficits, autistic features, and aggressive behavior [22]. Most early *KDM5C*-MRXSCJ cases reported were males in whom the mutations were transmitted from one of the X chromosomes of carrier mothers. It is now clear, however, that some females with heterozygous *KDM5C* mutations also show cognitive deficits, albeit milder ones than males [23,24,25,26,27,28]. Notably, some female carriers are asymptomatic; thus, the penetrance is incomplete. In addition, *KDM5C* escapes X inactivation in most mammals, including humans and mice [29]. As a result, females have a higher *KDM5C* dose than males, and males can be cognitively normal despite the lower *KDM5C* dose. Taken together, some, if not all, females appear to require a higher *KDM5C* dose than males for normal brain development in humans with unknown mechanisms. 

Studies of *Kdm5c*-knockout mice further validated the differential requirement of *KDM5C* between the sexes. The complete loss of *Kdm5c* in hemizygous male mice (*Kdm5c*-KO) resulted in slightly smaller body size and behavioral abnormalities akin to MRXSCJ patients [13,14]. These include memory impairments and social behavior abnormalities, such as increased aggression [13,14]. In contrast, homozygous knockout females die in utero around embryonic day five [30], indicating that *KDM5C* is essential for embryogenesis in females but not in males. *Kdm5c-HET*erozygous (HET) female mice also display memory deficits [31]; however, the characterization of cognitive-social behaviors in female *Kdm5c-HET* mice is limited. Furthermore, gene expression changes in *Kdm5c-HET* mice remain unknown. 

The reversible nature of histone modifications can be a promising therapeutic target. For example, while *KDM5C* is an H3K4me eraser, *KMT2A* is an H3K4me writer, and *KMT2A* haploinsufficiency is associated with the NDD Weidemann–Steiner Syndrome (WDSTS) characterized by intellectual disability, developmental delay, hairy elbows, and short stature in both males and females [32,33]. Consistently, *Kmt2a* in mouse excitatory neurons is essential for normal learning and memory, anxiety regulation, H3K4me3 distributions, and gene expression of both sexes [11,12]. With male mice, we previously showed that *Kmt2a-Kdm5c* double mutations corrected many of the behavioral, cellular, and molecular deficits of the single mutants, either *Kdm5c*-KO or *Kmt2a-HET* [13]. However, it remains unknown if there is any sex difference in the *Kdm5c-Kmt2a* genetic interaction. 

In the present work, we defined shared and sex-specific gene expression changes in *Kdm5c-HET* female mice and determined the genetic interaction of *Kmt2a* and *Kdm5c* in female mouse behavior. Unlike the prior work that used three- to six-month-old adult mice for gene expression analysis [13,14] in this study, we analyzed postnatal day six (P6) mice, in which critical neural maturation takes place. We found that the female *Kdm5c-HET* forebrain showed clear misregulation in hundreds of genes, despite an intact *Kdm5c* allele, supporting the notion females require a higher *Kdm5c* dose through X-inactivation escape. Furthermore, both unique and shared genes were misregulated between the male and female mutants. Importantly, the sex differences and similarities extend to the behavior and the writer–eraser interaction. 

## 2. Materials and Methods

### 2.1. Mice 

Generation of the *Kdm5c*-KO allele was previously described by Cre-mediated deletion of exons 11 and 12 [14]. For sequencing experiments, the *Kdm5c*-KO allele was maintained on a mixed background of C57BL/6J and 129S1/SvImJ. Samples for sequencing were collected from 3 litters. Sex was determined through genotyping primers for *Uba1* on the X and Y chromosomes with the following primers: 5′-TGGATGGTGTGGCCAATG-3′, 5′-CACCTGCACGTTGCCCTT-3′. Deletion of *Kdm5c* was determined through the primers 5′-ATGCCCATATTAAGAGTCCCTG-3′, 5′-TCTGCCTTGATGGGACTGTT-3′, and 5′-GGTTCTCAACACTCACATAGTG-3′. For behavioral experiments, F1 hybrids were generated by crossing female mice carrying the *Kdm5c*-KO allele on a congenic C57BL/6J background with mice heterozygous for loss of *Kmt2a* (*Kmt2a*-HET) on a congenic 129S1/SvImJ background, as previously described [13]. All mouse studies complied with the protocols (PRO00010350: Iwase and PRO00008807: Tronson) by the Institutional Animal Care & Use Committee (IACUC) of The University of Michigan. 

### 2.2. mRNA-Seq 

The forebrain (hippocampus and cortex) was micro-dissected from postnatal day six (P6) mice. We used four animals per genotype. Total RNA was purified and DNAse-treated by the Qiagen RNEasy Midi Kit (Qiagen #75144) after homogenizing the samples in Buffer RLT with an electric homogenizer. Purified RNA was sent to Novogene for sample quality control and cDNA library preparation by poly A enrichment. Libraries were prepared using the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit with oligo-dT priming and sequenced through the Illumina NovaSeq 6000 sequencing platform to generate paired-end 150 base-pair reads. After ensuring read quality via FastQC (v0.11.8), reads were then mapped to the mm10 *Mus musculus* genome (Gencode) using STAR (v2.5.3a), during which we removed duplicates and kept only uniquely mapped reads. Count files were generated by FeatureCounts (Subread v1.5.0), and BAM files were converted to bigwigs using deeptools (v3.1.3) and visualized by the UCSC genome browser. RStudio (v3.6.0) was then used to analyze counts files by DESeq2 (v1.26.0) [34] to identify differentially expressed genes (DEGs) with a q-value (p-adjusted via FDR/Benjamini–Hochberg correction) less than 0.1. The DEseq2 design included a grouping variable to test the interaction between sex and genotype, and the log2 fold changes were calculated with lfcShrink using the default apeglm package [35]. We did not perform batch-effect correction because RNA isolation, library preparation, and sequencing were performed in a single batch. MA-plots were generated by ggpubr (v0.4.0), and Eulerr diagrams were generated by eulerr (v6.1.1). Boxplots and scatterplots were generated by ggplot2 (v3.3.2). Gene ontology (GO) analyses were performed by Metascape [36] at http://metascape.org (accessed on 31 March 2022). We performed GO analysis on upregulated and downregulated genes separately, as this approach improves the identification of relevant ontologies [37]. The codes used in this study are available at https://github.com/umich-iwase-lab/2022_Kdm5cMalevsFemale (accessed on 31 March 2022). Raw sequencing data is deposited at Gene Expression Omnibus, GSE206346 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206346 (accessed on 31 March 2022).

### 2.3. Behavioral Paradigms

Eighty-one adult female mice (21 wild type (WT), 13 *Kdm5c*-HET, 29 *Kmt2a*-HET, and 16 double mutant (DM)), at least 4 months old at the beginning of experiments, underwent behavioral testing. Prior to behavioral testing, mice were acclimated to the animal colony room for at least one week, singly housed in standard cages, and provided with a standard lab diet and water ad libitum. A 12-h light–dark cycle (7:00 a.m.–7:00 p.m.) was maintained at 20 ± 2 °C. All testing was conducted by experimenters masked to genotype. Mice were tested in batches as they became available, with no differences in performance across batches. All mice were tested in all behavioral tasks. To avoid confounds between tests, stressful tasks (context fear conditioning and resident intruder tests) were performed last.

### 2.4. Contextual Fear Conditioning

Foreground context fear conditioning was assessed as previously described [13,38]. Mice were placed into a distinct context with white walls (9 ¾ × 12 ¾ × 9 ¾ in) and a 36-steel-rod grid floor (1/8 in diameter; ¼ spaced apart) (Med-Associates, St. Albans, VT, USA) and allowed to explore for 3 min, followed by a 2-s 0.8 mA shock, after which mice were immediately returned to their home cages in the colony room. Twenty-four hours later, mice were returned to the context, and freezing behavior was assessed with an NIR camera (VID-CAM-MONO-2A) and VideoFreeze (MedAssociates, St Albans, VT, USA). Data were analyzed using a one-way, between-groups ANOVA with genotype as the between-subjects factor, and Bonferroni corrections for post-hoc tests were used to correct for multiple comparisons. 

### 2.5. Three-Chambered Social Interaction

Mice were placed into a three-chambered apparatus consisting of one central chamber (24 × 20 × 30 cm^3^) and two identical side chambers (24.5 × 20 × 30 cm^3^), each with a mesh enclosure (8 cm diameter; 18 cm height; grey stainless-steel grid 3 mm diameter spaced 7.4 mm apart). All mice were habituated to the apparatus without other mice for 10 min, 24 h prior to the test. In the interaction test, a 2- to 3-month-old stranger female mouse (C57BL/6N) was placed in the mesh enclosure on one side of the box (“stranger”), and a toy mouse approximately the same size and color as the stranger mouse on the other (“toy”). Exploration of either the stranger or toy was defined as nose-point (sniffing) within 2 cm of the enclosure and used as a measure of social interaction [13]. Animals that did not interact with the stranger mouse at all were excluded from the analyses (*n* = 2). Behavior was automatically scored by Ethovision XT9 software as described above, and social preference was defined as time exploring strangers/total exploration time. Social preference was analyzed using one-sample *t*-tests for each genotype, and groups were compared using a one-way ANOVA, with Bonferroni-corrected post-hoc tests being used to correct for multiple comparisons across genotypes. 

### 2.6. Social Dominance Tube Test

Mice were habituated to a clear plastic cylindrical tube (1.5 in diameter; 50 cm length) and allowed to explore and enter the tube for 10 min, 24 h prior to testing. The test was conducted by placing two mice of different genotypes at opposite ends of the tube and allowing them to walk to the middle. The trial was terminated when one mouse (submissive mouse) retreated until it exited the tube with all four paws. This was scored as a loss for the submissive mouse and a win for the mouse that remained in the tube (the dominant mouse). Each mouse was tested against three different opponents, each of a different genotype, counterbalanced across groups. Videos were recorded by Ethovision XT9 software as described above, and videos were manually scored by trained experimenters with genotypes masked. The number of “wins” was reported as a percentage of the total number of matches. Data were analyzed using an Exact Binomial Test with 0.5 as the probability of success (win or loss). 

### 2.7. Resident-Intruder Test

To test whether *Kdm5c-HET*, *Kmt2a-HET*, or DM females exhibited aggression by fighting, a behavior that is unusual in virgin *mus musculus* females, we conducted the resident intruder test as previously described [13]. We observed no fighting by any mouse of any genotype (data not shown).

## 3. Results

### 3.1. Kdm5c-Heterozygous Female Brains Show Apparent Gene Expression Changes Similar to Male Mutants

To assess the role of lysine demethylase 5C (KDM5C) in neurodevelopment across sexes, we performed bulk mRNA sequencing (mRNA-seq) of postnatal day 6 (P6) forebrains, encompassing the cortices and hippocampi. 

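The authors deposited, for 16 P6 forebrains, the number of reads counted on each of 54219 Ensembl genes, without normalization. The animals were 4 WT males, 4 *Kdm5c*-KO males, 4 WT females, and 4 *Kdm5c*-HET females. The libraries were poly(A)-enriched and made with a strand-specific kit. The authors mapped the paired-end reads to mm10 with STAR, removed duplicates, kept only uniquely mapped reads, and counted them on genes with FeatureCounts. Reads that match more than 1 place in the genome are therefore missing from the counts, which makes genes with near-identical copies uncertain. The paper's text does not name the strand setting of the counting, so genes that overlap another gene are uncertain as well. The total count per animal ranged from 21513783 to 29621023 in WT males (median 24682516.5), from 24434549 to 27833185 in *Kdm5c*-KO males (median 24981030), from 22938813 to 30063352 in WT females (median 26563642), and from 23539248 to 25362347 in *Kdm5c*-HET females (median 25009944). The counts were normalized with edgeR's TMM method, and 17866 genes passed its filter on low counts. One mean per group was fitted over all 16 animals, so that the groups share the estimate of the spread, and no covariate was used. Genes with an adjusted p-value (q) under 0.1 were called DEGs, the threshold of the paper. Gene symbols were taken from Table S1 and Table 1, which name 1015 genes. As a check of the recorded sex, 4 genes had at least 100 counts in every male and at most 3 in every female, and 1 gene had at least 100 counts in every female and at most 30 in every male. These genes, and *Kdm5c* itself, are not named by those tables, so the expression of *Kdm5c* is not analysed here. Each sample label also carries the letter D or E, which the paper's text does not explain. The letter E marks 1 WT male, 2 *Kdm5c*-KO males, 2 WT females, and 3 *Kdm5c*-HET females. The paper's methods state that RNA isolation, library preparation, and sequencing were done in a single batch. They also state that the animals came from 3 litters, without giving the litter of each animal. Littermates are therefore treated as independent animals here.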

The genotypes of animals were wild-type (WT, both male and female), *Kdm5c* hemizygous knockout male (*Kdm5c*-KO), and *Kdm5c* heterozygous female (*Kdm5c*-HET) mice. We have previously demonstrated that targeted deletion of mouse exons 11 and 12 abolishes KDM5C’s enzymatic function and protein production [14]. We first confirmed the absence of mRNA-seq reads of exons 11 and 12 in *Kdm5c*-KO males and approximately half the expression in *Kdm5c*-HET females compared to their sex-matched WT controls (Figure 1A). We next assessed *Kdm5c* expression in WT males and females, as *KDM5C* is known to escape X-inactivation in multiple species and at varying degrees across tissues [39,40,41]. Indeed, we found the *Kdm5c* expression in female forebrains to be approximately 1.5-fold higher than in male brains (Welch’s *t*-test, *p* = 1.15 × 10^−5^) (Figure 1B). Principal component analysis (PCA) demonstrated that sex rather than *Kdm5c* genotypes accounts for transcriptome variability overall (Figure 1C). 

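Over the 500 most variable genes, on log2 CPM (normalized counts scaled to a common library size) with a prior count of 2, the first principal component held 27.3% of the variance and the second 15.6%. Sex accounted for 91.9% of the spread of the 16 scores on the first component (exact permutation test, p = 0.000155, the smallest p that 8 males against 8 females allow, 0.0014 after Benjamini-Hochberg adjustment over 9 such tests). All 8 males scored between -20.8 and -6.1 and all 8 females between 8.97 and 16.4, in animals of either label letter. The genes used to check the recorded sex, with high counts in 1 sex and almost none in the other, were not left out. Such genes alone push the scores of the sexes apart, so this share does not show how far other genes separate the sexes. Genotype within sex accounted for 3.84% of the spread on this component (exact permutation test within sex, p = 0.0408, 0.0794 after adjustment). With all genes that passed the filter in place of the 500 most variable, sex accounted for 74.8% and genotype for 2.42% (exact p = 0.522), and with a variance-stabilizing transformation for 94.2% and 2.76% (exact p = 0.0212). With each animal left out in turn, the share of sex stayed between 90.2% and 96.3%, while the exact p for genotype ranged from 0.00163 to 0.28 and exceeded 0.05 in 7 of the 16 fits. On the second component, genotype within sex accounted for 44% of the spread (exact p = 0.0441, 0.0794 after adjustment). There, the letter in the sample label accounted for 68.7% within sex (exact p = 0.000957, 0.00431 after adjustment). On the third component, which held 10.9% of the variance, genotype within sex accounted for 49.7% (exact p = 0.00408, 0.0122 after adjustment) and the letter for 13.4% (exact p = 0.398, 0.448 after adjustment).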

We next evaluated the impact of *Kdm5c* loss on the male and female transcriptome by identifying differentially expressed genes (DEGs) with DESeq2 (q < 0.1). *Kdm5c*-KO males showed 708 genes upregulated and 371 genes downregulated compared to WT males. 

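With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 635 genes were upregulated and 302 downregulated in *Kdm5c*-KO males at q under 0.1. With the letter in the sample label as a covariate, which raised these counts most, 857 genes were upregulated and 611 downregulated. They included 632 of the 635 upregulated and 299 of the 302 downregulated genes. At q under 0.05 the counts fell to 449 and 134. Leaving out each animal in turn gave between 446 (without WT male 2D) and 705 upregulated DEGs. The number of downregulated DEGs fell to 107 without WT male 5D, 113 without *Kdm5c*-KO male 2E, 125 without WT male 2D, 135 without *Kdm5c*-KO male 3E, and 158 without WT male 7D, and it reached 424 without *Kdm5c*-KO male 6D. *Otol1* (chromosome 3, 70007613 to 70028708 in mm10) had at most 1 count in any WT male and 37 to 51 counts in *Kdm5c*-KO males, at least 13.2-fold higher when set against a floor of 3 counts. *D1Pas1* had at most 4 counts in any WT male and 37 to 88 in *Kdm5c*-KO males. *Tex14* rose by a Log2FC of 3.36 (standard error 0.186, q = 6.51e-10 from the same test). RefSeq places several small RNA genes within *Tex14*. *Tspo2* rose by 3.03 (standard error 0.700, q = 0.018 from the same test), from at most 4 counts in WT males.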

Notably, gene expression changes were also evident in *Kdm5c*-HET females, albeit with lower DEG numbers, 122 up and 14 down, compared to males (Figure 1D,E). 

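In *Kdm5c*-HET females, the same fit called 86 upregulated and 5 downregulated genes. Before adjustment, 1159 of the genes tested had p under 0.05, against 2939 in *Kdm5c*-KO males. Without the filter on low counts, which raised the female counts most, 194 genes were upregulated and 34 downregulated. With the label letter as a covariate, the counts were 144 and 13. The number of upregulated genes was 50 without WT female 3D and 51 without *Kdm5c*-HET female 8E, and at most 84 in the other fits that each left out one animal. The number of downregulated genes ranged from 0 without WT female 3D to 7 without *Kdm5c*-HET female 9D. The median within-group standard deviation of log2 CPM over the genes tested was 0.124 in WT males, 0.146 in *Kdm5c*-KO males, 0.132 in WT females, and 0.115 in *Kdm5c*-HET females.

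**Figure D1:**
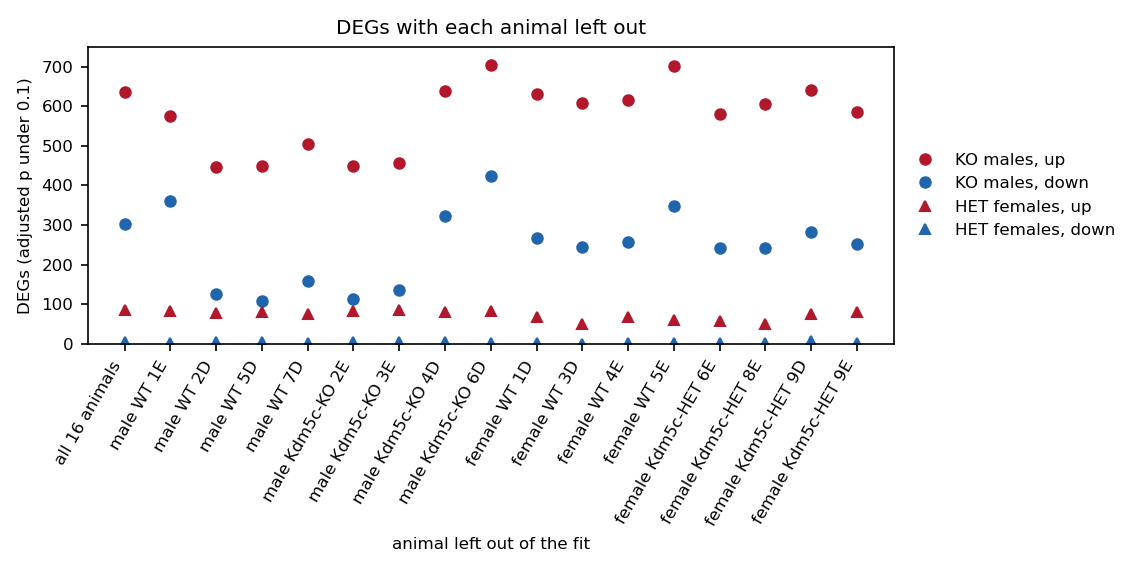
Number of DEGs (y axis, adjusted p under 0.1) in the fit of all 16 animals and in the 16 fits that each left out one animal (x axis). Circles stand for *Kdm5c*-KO males and triangles for *Kdm5c*-HET females, upregulated in red and downregulated in blue. In every fit plotted the number of upregulated genes lies above the number of downregulated genes of the same sex.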

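Upregulated genes made up 67.8% of the DEGs in *Kdm5c*-KO males and 94.5% in *Kdm5c*-HET females. The shares were 58.4% and 91.7% with the label letter as a covariate, and 70% and 94.5% with DESeq2's size factors in place of TMM. The share in males was 77% at q under 0.05. The median Log2FC of all genes tested was -0.00724 in males and -0.000803 in females. The named gene with the largest fall in *Kdm5c*-KO males was *Ttr*, with a Log2FC of -5.76 (standard error 1.66, q = 0.0643 from edgeR's quasi-likelihood test). *Ttr* had 40 to 60 counts in *Kdm5c*-KO males, but 6 and 125 counts in WT males 1E and 7D and 5380 and 5849 counts in WT males 2D and 5D, so that the groups overlap. Its q was 0.159 without WT male 2D and 0.154 without WT male 5D, and rose above 0.1 when any of the 4 *Kdm5c*-KO males was left out, up to 0.166. *Aqp1* fell by 2.00 on the log2 scale (q = 0.0642), with q = 0.214 without WT male 2D and 0.188 without WT male 5D. It also lost its call without *Kdm5c*-KO male 2E (q = 0.181) and 3E (q = 0.142). *Gm5089* fell by 2.74 (q = 0.0975), a call lost in 14 of the 16 fits that each left out one animal, where q ranged from 0.0217 to 0.299. The unnamed gene ENSMUSG00000114016 had 2 to 12 counts in WT males and 0 to 3 in *Kdm5c*-KO males. *Rxfp2* fell by 1.96 (standard error 0.307, q = 0.000567) and kept its call in each of those fits. RefSeq places at least 1 other gene over part of *Ttr*, *Gm5089*, and *Rxfp2*, which leaves their counts uncertain to that extent.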

Most DEGs are upregulated in the mutants, consistent with KDM5C being a transcriptional repressor [14]. In our previous RNA-seq study of the adult (4–8 months) male *Kdm5c*-KO hippocampus with identical experimental procedures, mutation, and analytical pipeline, 271 genes were upregulated, and 73 genes were downregulated [13]. Thus, the total DEG number of the male *Kdm5c*-KO P6 forebrain was >3-fold larger than the adult hippocampi, suggesting a pronounced vulnerability of neuronal maturation processes to *Kdm5c* loss. 

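Of the 86 genes upregulated in *Kdm5c*-HET females, 82 were also upregulated in *Kdm5c*-KO males and 4 were not. Another 553 genes were upregulated in males only. Of the 5 genes downregulated in females, 3 were downregulated in males as well. The WT animals of the male and the female contrast are different animals, so the overlap does not come from shared controls. The number of genes upregulated in both sexes was 111 with DESeq2 and 146 without the filter on low counts. It was 49 without WT female 3D and 48 without *Kdm5c*-HET female 8E.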

While most upregulated genes were shared between *Kdm5c*-HET females and *Kdm5c*-KO males, some genes showed significant changes only in one sex (Figure 1F). To assess the degree of dysregulation between sexes, we then plotted the log2 fold change (Log2FC) of shared and uniquely upregulated DEGs in *Kdm5c*-KO males versus *Kdm5c*-HET females. We found that the DEGs with the greatest Log2FC from WT were those dysregulated in both sexes (Figure 1G, left), and females exhibited 40% of the extent of male dysregulation of these shared genes (Figure 1G, right). 

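The 82 genes upregulated in both sexes had a median Log2FC of 0.96 in *Kdm5c*-KO males and 0.63 in *Kdm5c*-HET females, and the 553 genes upregulated in males only had a median of 0.58 in males. Of the 20 upregulated genes with the largest Log2FC in males, 8 were upregulated in both sexes, and of the 20 largest in females, 18. With *Otol1* and the other genes that had at most 3 counts in every WT animal placed at their lower bound, the numbers were 9 and 18 and the medians did not change. Among the genes with at least 10 counts in every animal, they were 16 and 20. A line with intercept through the 82 genes had a slope of 0.629, or 62.9% (jackknife standard error over animals 0.174, R² = 0.799). The slope is across genes, which are not independent replicates. *Otol1* weighed on this line. With *Otol1* at its lower bound the slope was 0.527, and with *Otol1* left out it was 0.531, both computed after the values were seen. With DESeq2's fold changes shrunk by apeglm, the setting that moved the slope most among those set before the data were examined, it was 0.195. With a normal prior per contrast in place of apeglm, chosen after the values were seen, it was 0.406 over 111 genes. Those fold changes differed from the ones in Table S1 by at most 6.5e-07 in males and 5.2e-07 in females. With each animal left out in turn, the slope of 0.629 stayed between 0.573 and 0.771. The median of the female to male ratio of Log2FC was 0.643 over the 82 genes and 0.437 over all 635 genes upregulated in males.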

Some of the common DEGs between sexes are implicated in known phenotypes of human *KDM5C* patients. For example, in both sexes, the DEG with the greatest Log2FC is *Gap junction protein, beta 1* (*Gjb1*) (Male: Log2FC = 1.96, q = 1.92 × 10^−82^; Female: Log2FC = 1.17, q = 4.01 × 10^−37^) (Figure 1H). 

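*Gjb1* (ENSMUSG00000047797) lies on chromosome X of mm10 from 101376376 to 101385629. Its expression was 1.43 ± 0.465 CPM in WT males and 16.0 ± 0.943 CPM in *Kdm5c*-KO males (SD, n = 4 each), a Log2FC of 3.46 (standard error 0.175, q = 1.93e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females it was 1.10 ± 0.268 CPM in WT and 6.54 ± 0.892 CPM in *Kdm5c*-HET animals (SD, n = 4 each), a Log2FC of 2.57 (standard error 0.186, q = 1.41e-07). In either sex, each of the 4 mutants was above each of the 4 WT animals (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 animals against 4 allow). The raw counts were 18 to 56 in WT males and 371 to 479 in *Kdm5c*-KO males. With each animal left out in turn, the Log2FC stayed between 3.29 and 3.66 in males and between 2.47 and 2.71 in females. Among the upregulated DEGs of this fit, *Gjb1* ranked 3 in males, after *Otol1* and *D1Pas1*, and 2 in females, after *Otol1*. The WT counts of *Otol1* and *D1Pas1* were at most 4. With *Otol1* and the other genes that had at most 3 counts in every WT animal at their lower bound, computed after the values were seen, *Gjb1* ranked 3 in males and 1 in females. Among genes with at least 10 counts in every animal, *Gjb1* ranked 1 in both sexes. The Log2FC and ranks here were computed without the shrinkage that the paper applied, so they are not the same measure. With DESeq2's normal prior per contrast, chosen after the values were seen, the Log2FC was 1.96 in males and 1.17 in females. *Gjb1* then ranked 1 in both sexes. The difference between the sexes in the Log2FC of *Gjb1* was 0.89 (standard error 0.265, q = 0.6 over all genes tested).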

*Gjb1* encodes connexin-32, whose expression increases across postnatal cortical development [42] to form gap junctions in oligodendrocytes and neurons [43] and is implicated in epilepsy [44]. Another shared DEG of interest is *cyclin-dependent kinase inhibitor 1c* (*Cdkn1c*) (Male: Log2FC = 0.89, q = 8.02 × 10^−20^; Female: Log2FC = 0.472, q = 1.48 × 10^−5^) (Figure 1I). 

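*Cdkn1c* (ENSMUSG00000037664, chromosome 7 of mm10, 143458339 to 143461059) was expressed at 11.9 ± 1.46 CPM in WT males and 47.1 ± 10.4 CPM in *Kdm5c*-KO males (SD, n = 4 each). The Log2FC, computed without the shrinkage that the paper applied, was 1.99 (standard error 0.166, q = 1.7e-07 from edgeR's quasi-likelihood test). WT females had 12.4 ± 3.47 CPM and *Kdm5c*-HET females 27.3 ± 3.89 CPM (SD, n = 4 each), a Log2FC of 1.15 (standard error 0.167, q = 0.00119 from the same test). No mutant overlapped with the WT animals of its sex. Leaving out one animal at a time, the Log2FC ranged from 1.86 to 2.09 in males and from 1.04 to 1.35 in females. The difference between the sexes was 0.84 (standard error 0.234), with q = 0.504 over all genes tested, q = 0.0911 with the label letter as a covariate, and q = 2.93e-06 without the filter on low counts.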

*Cdkn1c* is a paternally imprinted gene involved in neocortical development [45] and aggressive behavior [46]. 

These results indicate the following. First, KDM5C heterozygosity is sufficient to cause readily detectable gene expression changes in females. 

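Among the DEGs of *Kdm5c*-HET females, the named genes with the largest rise were *Otol1*, *Gjb1*, *Jsrp1*, *Spaar*, and *H2-Ab1*. *Otol1* had at most 1 count in any WT female and 4 to 16 counts in *Kdm5c*-HET females, at least 4.08-fold higher when set against a floor of 3 counts. *Jsrp1* (chromosome 10, 80808494 to 80813741) rose by a Log2FC of 2.56 (standard error 0.513, q = 0.0287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 0 to 10 counts in WT females to 13 to 36. The q of *Jsrp1* was 0.126 without WT female 3D and 0.108 without *Kdm5c*-HET female 8E. *Spaar* rose by 1.85 (standard error 0.370, q = 0.0283), with q = 0.12 without WT female 1D and 0.126 without WT female 3D. The 5 downregulated genes were *9130024F11Rik*, *Vsig2*, *Rc3h2*, *Hdac4*, and *Hsph1*. Their Log2FC lay between -0.345 and -0.176 and their q between 0.0429 and 0.0951. Each of the 5 lost its call in some of the 16 fits that each left out one animal, *9130024F11Rik* in 5 and *Hdac4* in 14. Other RefSeq genes overlap *9130024F11Rik*, *Rc3h2*, and *Hdac4*.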

Second, genes relevant to known manifestations of KDM5C deficiency are commonly misregulated between male and female mutants. 

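The difference in Log2FC between *Kdm5c*-KO males and *Kdm5c*-HET females was tested as a sex by genotype interaction in the fit of all 16 animals. *Kdm5c*-KO males have no intact allele, while *Kdm5c*-HET females keep an intact allele. The test thus cannot separate sex from the number of intact alleles. Of the 82 genes upregulated in both sexes, 74 had a smaller Log2FC in females. The interaction passed q under 0.1 for 7 of the 82 (edgeR's quasi-likelihood test), and before adjustment 45 had p under 0.05. The 7 genes were *Cilp2*, *Tex14*, *Scarf2*, *Ntn3*, *Tnxb*, *Srrm3*, and *Nkpd1*, each with the larger Log2FC in males. The spans of *Cilp2*, *Tex14*, and *Tnxb* overlap other RefSeq genes, and *Nkpd1* lost its interaction call in 9 of the 16 fits that each left out one animal. The difference was 2.01 for *Tex14* (q = 0.00561), 1.01 for *Scarf2* (q = 0.0152), and 0.75 for *Cilp2* (q = 0.00483). All 7 were also called by DESeq2 and with the label letter as a covariate, and between 5 and 7 of them in the fits that each left out one animal. Genotypes were redrawn within each sex so that, as in the real groups, neither the letter nor the true genotype entered the contrast. Of 100 such draws, 1 gave as many interaction genes, the real one, and the others gave at most 5. This limit was chosen after the result was seen. Such draws mix true mutants with WT animals, which can lower the counts. Without the limit, 8 of 100 draws gave at least as many, up to 2402, the real one included. The letter or the genotype entered the others of these 8.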

Third, the degree of dysregulation of the common genes was milder in *Kdm5c*-HET females than in *Kdm5c*-KO males. The last point provides insight into sex chromosome evolution (See Section 4). 

### 3.2. Kdm5c Deficiency Also Leads to Sex-Specific Gene Expression Changes

In addition to the common gene expression changes between the sexes, we also found 847 male-specific DEGs and 20 female-specific DEGs (q < 0.1, Figure 1F,G). 

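By edgeR's test, 852 genes passed q under 0.1 in males only, of which 553 were upregulated and 299 downregulated. In females only, 6 genes passed, 4 upregulated and 2 downregulated. With DESeq2 the numbers were 963 and 20, with the label letter as a covariate 1339 and 28, and without the filter on low counts 1113 and 62. With each animal left out in turn, the number in females only ranged from 1 without WT female 3D to 13 without *Kdm5c*-HET female 9D. The number in males only fell to 481 without WT male 5D, 482 without *Kdm5c*-KO male 2E, 496 without WT male 2D, and 515 without *Kdm5c*-KO male 3E, and it reached 1050 without *Kdm5c*-KO male 6D. Of the 553 genes upregulated in males only, 496 (89.7%) had a positive Log2FC in *Kdm5c*-HET females, where their median was 0.21, and 222 had p under 0.05 there before adjustment. Of the 299 genes downregulated in males only, 231 (77.3%) were lower in *Kdm5c*-HET females, with a median Log2FC of -0.06. The interaction test called none of the 852 at q under 0.1, while 213 of the upregulated and 147 of the downregulated genes had p under 0.05 before adjustment. All 4 genes upregulated in females only had a positive Log2FC in males. The paper calls DEGs sex-specific where q is under 0.1 in one sex only. From the ontologies enriched among the upregulated DEGs, it sets cell projection and adhesion in males against cellular development in females, which is not analysed here.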

To gain insights into the sexually dimorphic consequences of KDM5C deficiency, we performed gene ontology (GO) analysis on DEGs upregulated in *Kdm5c*-KO males or *Kdm5c*-HET females (708 and 122 genes, respectively) with Metascape [36]. Many ontologies related to cell projection and adhesion were significantly enriched in *Kdm5c*-KO males (Figure 2A). Contrastingly, up DEGs for *Kdm5c*-HET females are enriched for ontologies relating to cellular development (Figure 2B, such as “regulation of neural precursor cell proliferation” (GO:2000177, *p* = 0.0004). While there were not enough downregulated DEGs in *Kdm5c*-HET females (n = 14) to perform ontology analysis, *Kdm5c*-KO male downregulated DEGs had significant ontologies that positively regulate synapse formation and function (Figure 2A)—consistent with our previous findings that male *Kdm5c*-KOs have decreased dendritic spine density in the hippocampus and amygdala [13].

Many male-specific DEGs derepressed in *Kdm5c* mutants have known roles in aggression and memory. For example, *phenylethanolamine N-methyltransferase* (*Pnmt*) methylates norepinephrine to form epinephrine [47], and *Prmt* overexpression causes extreme aggression in male mice [48] (Figure 2C). Additionally, the “neuroactive ligand-receptor interaction” KEGG pathway (mmu04080, *p* = 0.0004) is enriched only in *Kdm5c*-KO males (Figure 2A). 

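*Pnmt* (ENSMUSG00000038216, chromosome 11 of mm10, 98386623 to 98388180) was expressed at 0.593 ± 0.258 CPM in WT males and 3.31 ± 0.231 CPM in *Kdm5c*-KO males (SD, n = 4 each). The Log2FC was 2.47 (standard error 0.258, q = 3.93e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In WT females it was 0.422 ± 0.128 CPM and in *Kdm5c*-HET females 0.856 ± 0.162 CPM (SD, n = 4 each), a Log2FC of 0.99 (standard error 0.296, q = 0.308). Each of the 4 *Kdm5c*-HET females was above each of the 4 WT females. The counts behind the female values were 6 to 16 in WT and 17 to 27 in *Kdm5c*-HET animals. The difference between the sexes was 1.49 (standard error 0.401). Its p was 0.00144 before and 0.483 after adjustment over all genes tested, and the adjusted value ranged from 0.186 to 0.895 over the alternatives. With each animal left out in turn, the male Log2FC stayed between 2.29 and 2.76.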

*Kdm5c*-KO DEGs in this gene ontology have diverse roles in influencing memory, including the neuropeptide *galanin* (*Gal*) (Figure 2C). 

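Expression of *Gal* (ENSMUSG00000024907, chromosome 19 of mm10, 3409915 to 3414544) was 1.26 ± 0.397 CPM in WT males and 2.63 ± 0.228 CPM in *Kdm5c*-KO males (SD, n = 4 each), a Log2FC of 1.04 (standard error 0.230, q = 0.0133 from edgeR's quasi-likelihood test). In WT females it was 1.05 ± 0.165 CPM and in *Kdm5c*-HET females 1.87 ± 0.470 CPM (SD, n = 4 each), a Log2FC of 0.84 (standard error 0.240, q = 0.257). All 4 mutants of each sex were above the WT animals of that sex. The difference between the sexes was 0.20 (standard error 0.334, q = 0.95), smaller than its standard error. Leaving out one animal at a time, the Log2FC of *Gal* ranged from 0.86 to 1.22 in males and from 0.706 to 0.975 in females, and q in females stayed above 0.1.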

Galanin is involved in widespread neuromodulatory roles in sleep, nociception, metabolism, mood, and cognition, by inhibiting excitatory neurotransmission [49,50].

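Table 1 lists 11 genes. Adjusted over all genes tested, 2 of the 11 had q under 0.1 in *Kdm5c*-HET females, *H2-Ab1* (Log2FC 1.59, q = 0.027) and *Dppa5a* (Log2FC 1.48, q = 0.086), both from edgeR's quasi-likelihood test. The q of *H2-Ab1* rose to between 0.103 and 0.126 when WT female 1D, 3D, or 5E or *Kdm5c*-HET female 6E or 9D was left out, and *Dppa5a* lost its call in 14 of the 16 such fits. The counts were low, 6 to 13 in WT females for *H2-Ab1* and 7 to 11 for *Dppa5a*. The largest q of the 11 was 0.244, for *Gm46620*. Adjusted over the list alone, all 11 were under 0.1, but the paper chose the list on these animals, so this is not independent evidence. In males, 10 of the 11 had a positive Log2FC and *Gm46620* a negative one (-0.53, q = 0.286). *Trim71* rose by 1.17 in males and by 1.72 in females. The interaction of sex and genotype passed q under 0.1 for none of the 11 over all genes tested (0.407 to 0.935), for 5 adjusted over the list alone, and 5 had p under 0.05 before adjustment. The list holds genes called in females and not in males of these same animals. That choice by itself favours small interaction p-values, so the 5 are not independent evidence either. With DESeq2, 1 gene, *Gm46620*, passed over all genes tested (q = 0.0544), as it did without the filter on low counts (q = 1.64e-06). In the contrast of females alone, DESeq2 called all 11. With the label letter as a covariate, *Arhgef19*, *Gm46620*, *Mdk*, *Rhov*, *Trim71*, *Rcn1*, and *Car11* were called in females besides *H2-Ab1* and *Dppa5a*. That fit also called *Rcn1* (q = 0.0835) and *Car11* (q = 0.0883) in males.

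**Figure D2:**
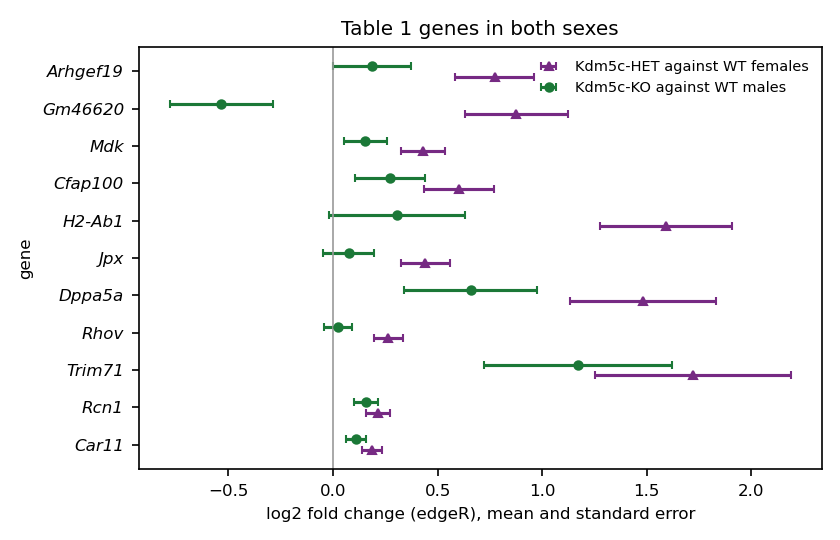
Log2FC of the 11 genes of Table 1 (y axis) in *Kdm5c*-HET against WT females (triangles) and in *Kdm5c*-KO against WT males (circles), on the log2 scale of the x axis. Bars are standard errors of the fit with n = 4 animals per group. The points for *Gm46620* lie on opposite sides of 0, and the other 10 genes lie above 0 in both sexes.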

In females, key development-related genes contributed to the female-specific ontology enrichment. One gene of interest is *midkine (Mdk)*, with a slight but significant upregulation in *Kdm5c*-HET females but not in *Kdm5c*-KO males (Figure 2D, Table 1). 

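*Mdk* (ENSMUSG00000027239, chromosome 2 of mm10, 91929805 to 91932297) was expressed at 10.5 ± 0.198 CPM in WT females and 14.1 ± 0.927 CPM in *Kdm5c*-HET females (SD, n = 4 each). The Log2FC was 0.43 (standard error 0.105, q = 0.109 from edgeR's quasi-likelihood test), and no *Kdm5c*-HET female overlapped with the WT females. WT males had 13.3 ± 1.58 CPM and *Kdm5c*-KO males 14.7 ± 2.39 CPM (SD, n = 4 each), a Log2FC of 0.155 (standard error 0.103, q = 0.492). The q in females was 0.0281 with DESeq2 and 0.0684 with the label letter as a covariate, and over the alternatives it ranged from 0.0123 to 0.314. The difference between the sexes was -0.27 (standard error 0.147, q = 0.783). RefSeq places part of *Chrm4* and of a long noncoding RNA within the span of *Mdk*, so its counts are uncertain where reads overlap.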

*Mdk* is a neurotrophic factor expressed transiently during embryogenesis to promote neurite outgrowth [51,52]. 

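The long noncoding RNA *Jpx* (ENSMUSG00000097571) lies on chromosome X of mm10 from 103493558 to 103506425. It was expressed at 6.01 ± 0.995 CPM in WT females and 8.13 ± 0.239 CPM in *Kdm5c*-HET females (SD, n = 4 each), a Log2FC of 0.44 (standard error 0.117, q = 0.191 from edgeR's quasi-likelihood test). The 4 *Kdm5c*-HET females were all above the 4 WT females. The q was 0.0879 with DESeq2 and 0.0411 without WT female 5E, and ranged from 0.0411 to 0.533 over the alternatives. In males it was 5.07 ± 0.151 CPM in WT and 5.34 ± 0.721 CPM in *Kdm5c*-KO animals (SD, n = 4 each), a Log2FC of 0.08 (standard error 0.122, q = 0.82). The difference between the sexes in Log2FC was -0.36 (standard error 0.169, q = 0.777 from edgeR's quasi-likelihood test over all genes tested).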

Another female-specific DEG, *JPX transcript*, *XIST activator* (*Jpx*) is a long-noncoding RNA (lncRNA) crucial for X-inactivation, a females-specific epigenetic process [53,54] (Figure 2D, Table 1). *Jpx* is upregulated as both male and female embryonic stem cells differentiate, but the gene promotes X-inactivation only in females by inducing *Xist* expression [53,54]. 

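The paper's Table S1 lists 708 genes as upregulated and 371 as downregulated in *Kdm5c*-KO males, of which edgeR called 627 and 298. It lists 122 genes as upregulated and 14 as downregulated in *Kdm5c*-HET females, of which edgeR called 86 and 5. Of those 14 genes, 13 passed the filter on low counts, and all 13 were lower in *Kdm5c*-HET females, with Log2FC between -1.24 and -0.14 and p under 0.05 before adjustment.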

All differentially expressed up- and downregulated genes found in males and females are listed in Supplementary Table S1.

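Over all 17866 genes tested, 7 genes passed q under 0.1 in the test of the sex by genotype interaction, and 1138 had p under 0.05 before adjustment. No gene with a higher Log2FC in *Kdm5c*-HET females passed. DESeq2 called 26 interaction genes, 20 with the higher Log2FC in males and 6 with the higher Log2FC in females. With the label letter as a covariate 24 genes were called, 18 and 6 in the same order, and without the filter on low counts 80, 44 and 36. A higher Log2FC in females can also come from a larger fall in males. In counts simulated with a true difference of 0.5 on the log2 scale in 200 genes, the test recovered 49.5% of them, and 15.4% of its calls were false.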

Altogether, our transcriptomic data demonstrate that loss of *Kdm5c* in males and females has a sexually dimorphic impact on a subset of genes. Upregulation of early developmental genes represents the female mutant, while aggression and memory-related genes represent the male mutant.

### 3.3. Kdm5c and Double Kdm5c and Kmt2a Mutations Result in Social Behavior Deficits in Females

In the 3-chambered social interaction task (Figure 3D,E), both WT and *Kmt2a*-HET females showed a significant preference for interaction with the stranger mouse over the toy mouse (one-sample *t*-test WT: *p* = 0.046, *Kmt2a*: *p* = 0.012), DMs showed no preference (*p* = 0.068), and *Kdm5c*-HETs showed a significant avoidance of the mouse and preference for the toy (*p* < 0.001). This pattern was also evident in comparing between genotypes, where a significant overall effect of genotype (F(3,78) = 8.053, *p* < 0.001, η_p_^2^ = 0.244) was driven by a significant decrease in social preference by *Kdm5c*-HET females compared with both WT (*p* = 0.001) and *Kmt2a* (*p* < 0.001). DMs, despite showing no social preference and a trend towards avoidance, were not different from any other genotype, albeit with a trend towards decreased preference compared to *Kmt2a* mice (DM vs. WT: *p* = 0.125; vs. *Kmt2a*: *p* = 0.057; vs. *Kdm5c p* = 0.497) Figure 3D). Importantly, this is not driven by total interaction time. Across genotypes, animals interacted with stranger or toy a similar amount of time (time stranger + time toy; F(3,78) < 1) (Figure 3E). This pattern suggests that both *Kdm5c*-HET and DM females are impaired in social preference but that *Kmt2a* knockdown in *Kdm5c*-HETs nevertheless may decrease avoidance of the stranger mouse. 

A different pattern emerged in the social dominance tube test; DM but not *Kdm5c*-HET female mice showed a submissive phenotype compared with WT mice (*p* < 0.001), with no differences between WT, *Kmt2a*-HET, *Kdm5c*-HET female mice (all *p* = 1) (Figure 3F). This result was in contrast to patterns observed in males where, as previously described, both *Kmt2a*-HET and *Kdm5c*-KO males showed increased dominance over WT, whereas DM males, like the female DMs, showed a submissive phenotype [13]. 

Together, these results demonstrate that *Kdm5c*-HET females show deficits in specific aspects of social behaviors, most notably avoidance of other animals without a change in social dominance. Although *Kmt2a*-HET mice showed no overt changes in either social preference or dominance behaviors, the female double *Kdm5c*-HET, *Kmt2a*-HET mutants showed modifications, reducing avoidance and—similar to the male DM mice—driving a striking increase in submissive behaviors.

### 3.4. Double Kmt2a and Kdm5c Mutations Mediate Context Fear Memory Impairment in Females

We next used behavioral tasks to examine the impact of *Kdm5c* deficiency and its restoration by *Kmt2a* heterozygous deletion on context fear memory and social behaviors in female mice. To this end, we compared WT, *Kdm5c*-HET, *Kmt2a*-HET, and double mutants (*Kdm5c*-HET, *Kmt2a*-HET, DM) on foreground context fear conditioning (Figure 3A–C). We observed a significant main effect of genotype on Context Fear Conditioning (F(3,81) =5.08, *p* = 0.003, η_p_^2^ = 0.165), in which only DM females showed significantly lower freezing level compared with WT (*p* = 0.014) and *Kmt2a*-HET females (*p* = 0.003) (Figure 3C). In females, neither the partial loss of *Kdm5c* nor *Kmt2a* showed impaired memory compared with WTs (both *p* = 1.0). There were no significant differences across genotypes in freezing or locomotor activity during training (both F(3,81) < 1) (Figure 3A). Nevertheless, we did observe a significant effect of genotype in response to shock (F(3,81) = 7.46, *p* < 0.001. η_p_^2^ = 0.225), driven by significantly higher locomotor activity burst in response to footshock in *Kmt5c*-HET females (*cf* WT: *p* = 0.02; *cf Kmt2a*: *p* < 0.001). DM females did not show this effect (cf WT: *p* = 0.31; cf *Kmt2a*: *p* = 0.12) (Figure 3B). 

This pattern of deficits in female DM, but not in Kdm5c-HET females, are somewhat surprising. We and others have observed impaired context fear conditioning in Kdm5c-KO males, and a rescue effect in double Kdm5c-KO, Kmt2a-HET males [13]. In females, we observed no significant deficits in Kdm5c-HETs, and substantially worse performance in DM mice in contextual fear conditioning. Importantly, the increased shock response in Kdm5c-HETs may indicate increased sensitivity of Kdm5c-HET females to shock that may compensate for a subtle memory impairment effect. Nevertheless, these results suggest a somewhat different interaction of histone methylation dynamics in memory processes in female animals compared to our previous male study.

## 4. Discussion

In this work, we characterize the transcriptome of female *Kdm5c-HET* mice in the developing brain and determine the effects of *Kdm5c* loss and *Kmt2a-Kdm5c* antagonisms on behavior in females. Our data indicate that the loss of *KDM5C* leads to both common and distinct gene expression changes between sexes, and these changes may underlie differential patterns across sex of behavioral traits in *KDM5C* disorder mouse models. 

Commonly dysregulated genes in *Kdm5c*-deficient males and females may explain the behavioral traits seen in mice and human patients. Many MRXCSCJ patients have epilepsy [26], and *Kdm5c*-KO male mice have an increased propensity for kainic acid-induced seizures [31]. Our study highlights *Gjb1,* which encodes the protein connexin-32 that forms gap-junctions in oligodendrocytes and neurons [43], as a potential mediator of seizures (Figure 1H). Most studies on *Gjb1* focus on loss-of-function mutations, as they cause the sensorimotor neuropathy Charcot–Marie–Tooth type 1 [67]. Meanwhile, *Gjb1* mRNA and connexin-32 protein levels increase when epileptic activity is induced by bicuculline in the hippocampus [44]. Such a *Gjb1* overexpression may exacerbate seizure propensity with KDM5C deficiency. Two other characteristics of MRXSCJ and its mouse model are short stature and hyper aggression [22]. *Cdkn1c*, overexpressed in *Kdm5c*-deficient male and female developing forebrains, is a good candidate for potentially contributing to these two traits (Figure 1I) for the following reasons. Reminiscent of patients and mice with *KDM5C* mutations, microduplications of the region harboring *Cdkn1c* cause Silver-Russell Syndrome, characterized by growth retardation and short stature [68,69]. Mice overexpressing *Cdkn1c* are small [70], and the male transgenic mice display hyper aggression in the social dominance tube test [46]. Currently, future studies are warranted to test the contribution of these candidate genes. 

Genes whose expression changed uniquely in male or female *Kdm5c*-mutant mice illuminate the sexually-dimorphic manifestations of KDM5C deficiency. As female-specific DEGs, we highlighted *Jpx* and *Mdk*, both involved in early embryogenesis (Figure 2). In particular, *Jpx* is a key player in X chromosome inactivation, a dosage compensation mechanism unique to female cells. KDM5C also regulates the expression of *Xist*, another critical lncRNA in X-inactivation in early embryogenesis [30]. The female-specific dysregulation of developmental genes such as *Jpx* and *Xist* may explain why *Kdm5c*-homozygous female embryos are lethal [30]. Meanwhile, some male-specific DEGs in *Kdm5c* mutants, such as *Prmt* and *Glanin*, have known roles in MRXSCJ-impaired behaviors, such as aggression and memory (Figure 2C). *Pnmt* encodes an epinephrine-synthesis enzyme, and transgenic overexpression of this gene in mice results in elevated fighting behaviors in males but no changes in female behavior [48]. Galanin has an important role in learning and memory—galanin overexpression in the mouse forebrain impairs spatial learning [71,72,73], and this gene is overexpressed in the limbic system of post-mortem Alzheimer’s disease patients [74]. These results imply that common traits between sexes, such as aggression and memory, may involve distinct mechanisms downstream of *Kdm5c* loss. However, our gene expression study was performed in P6 animals, and behavior was assessed in adults; thus, developmental contribution of gene misregulation awaits future validations. Regardless, the female-specific gene expression changes call attention to possible unique symptoms in MRXSCJ female patients. 

This pattern of common and distinct dysregulation was also observed at the level of behavior. Whereas *Kdm5c*-HET females showed intact foreground fear conditioning, the double *Kmt2a-Kdm5c* knockout impaired memory performance. This pattern contrasts with the impaired memory in *Kdm5c*-KO and rescue in the double mutants we previously observed in male animals [13]. Female *Kdm5c*-HET mice—with and without *Kmt2a* mutation—also exhibited dysregulation of social behaviors. *Kdm5c-HET* mice showed social avoidance of a novel mouse instead of preference, and the *Kmt2a-Kdm5c* double mutants also failed to show social preference. Unlike in males, in which either *Kmt2a* or *Kdm5c* loss triggered hyperaggression [13], in females, neither *Kmt2a*-HET nor *Kdm5c*-HET alone altered social dominance. Nevertheless, consistent with that observed in males, the double mutant females showed a strikingly submissive phenotype. 

The *Kdm5c*-HET females exhibited a milder hippocampal memory deficit compared with males, consistent with the weaker gene misregulation in female mice (Figure 1). Intriguingly, other studies have demonstrated that females do show impairments in the background—or cued—context fear conditioning tasks [31]. The foreground context fear conditioning protocol used here is less sensitive to disruption by hippocampal manipulations [75,76,77] than those that include a discrete cue, and females, in particular, may be more likely to recruit non-hippocampal circuits for context fear conditioning [38,77]. It is not that females are impervious to disruption, however. Unlike male *Kdm5c-Kmt2a* double mutants, which showed no fear memory deficits, female DMs were more impaired than their *Kdm5c*-HET counterparts. 

Together, these findings demonstrate an overlapping but distinct pattern of gene misregulation and behavioral deficits in male *Kdm5c*-KO and female *Kdm5c*-HET mice that mimics the sex differences in symptomatology in individuals with MRXSCJ. Indeed, as with patients, some symptoms—including memory impairments and aggression—are less severe in female mice. These data suggest that other behaviors—and in particular social anxiety—may be more evident in girls with MRXSCJ. Importantly, these data also suggest that treatments targeting *KDM5C* or compensatory methylation enzymes may need to take sex into account carefully. In these studies, we have observed that whereas *Kmt2a* knockdown exerts a partial rescue for some behavioral deficits in males, the same genetic manipulation appears to unmask deficits in females. Although it remains likely that developmental effects play some role in the adverse effects of genetic intervention here, understanding sex differences in gene expression and behavioral symptomatology in MRXSCJ individuals will be essential for optimizing therapeutic interventions and strategies for both girls and boys.

Our work also provides insights into sex chromosome evolution. *Kdm5c* escapes X inactivation [39,40,41] (Figure 1). A unique feature of X-inactivation escapees is the presence of their paralogues in the Y chromosome [78,79]. KDM5D is the Y-linked paralogue for KDM5C in mice, humans, and other mammals [20]. Sex chromosomes are thought to originate from ordinary autosomes, and Y-chromosome genes have continued to be lost during the deterioration of Y. The persistence of the Y-linked paralogues of X-inactivation escapees led to the hypothesis that the X–Y pairs play the same roles that require a high dose achieved by expressing both X- and Y-genes, like many other autosomal genes [78]. This hypothesis predicts that *Kdm5c* loss in males will have the same impact as *Kdm5c* heterozygosity in females because KDM5C + KDM5D = 2x KDM5C. However, our data are discordant with this prediction. The unisexual DEGs showed more pronounced dysregulation in *Kdm5c*-KO males than in *Kdm5c*-HET females; KDM5D could not compensate for the loss of KDM5C (Figure 1G). These data render the above hypothesis less tenable for this X–Y pair. Instead, our data suggest that KDM5C and KDM5D have distinct functions in behavior and brain gene expression. 

## Figures and Tables

**Figure 1:**
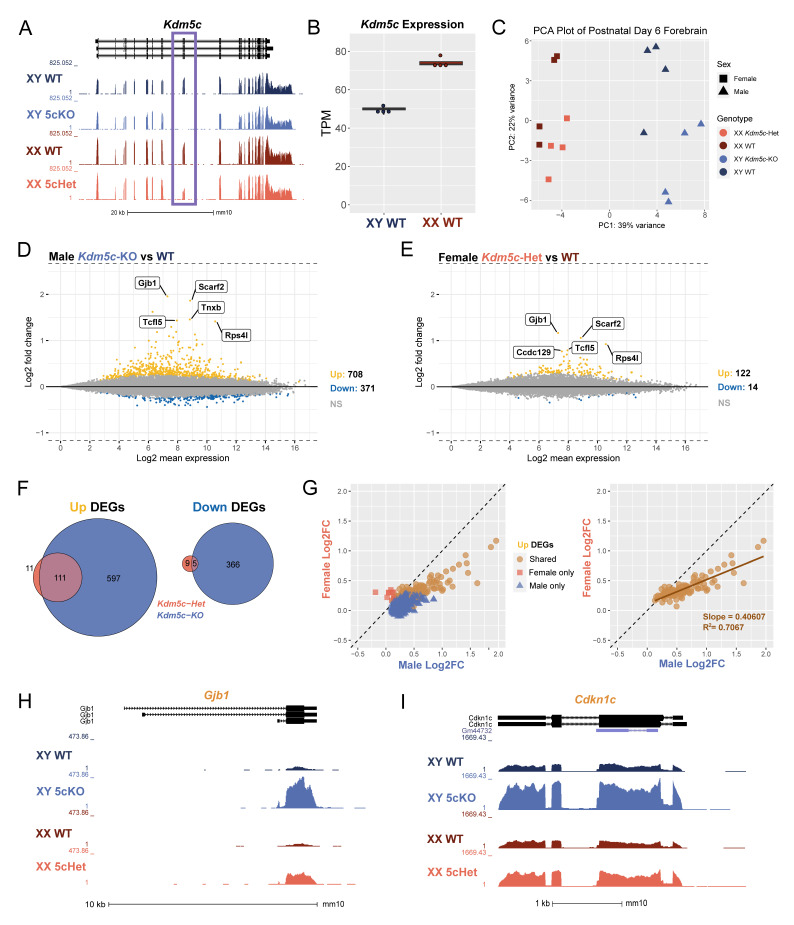
Loss of *Kdm5c* results in dose-dependent transcriptional dysregulation in the male and female mouse brain. (**A**). UCSC genome browser view displaying the transcription of *Kdm5c* in the P6 forebrain of wild type male (XY WT), *Kdm5c* knockout male (XY 5cKO), wild type female (XX WT), and *Kdm5c* heterozygous (XX 5cHet). Purple box highlights deletion of exons 11 and 12 in 5cKO and half reduction in 5cHet. (**B**). Comparison of *Kdm5c* RNA expression between wild-type male and female samples as transcripts per million (TPM). (**C**). Principal component analysis (PCA) of all mRNA-seq replicates. (**D**,**E**). MA plots of DESeq2 results from male and female brains with *Kdm5c* loss. Differentially expressed genes (DEGs), defined as a q-value < 0.1. DEGs upregulated from WT in yellow (Up) and downregulated from WT in blue (Down). Gray is non-significant genes (NS). Top 5 Up DEGs based on log2 fold change are annotated. (**F**). Overlap of male and female upregulated and downregulated DEGs, with male *Kdm5c*-KO DEGs in blue and female *Kdm5c*-Het DEGs in pink. (**G**). Left—Scatter plot of Up DEGs based on their log2 fold change from wild type in males (x-axis) or females (y-axis). Blue triangles are DEGs upregulated only in *Kdm5c*-KO males, pink squares are DEGs upregulated only in *Kdm5c*-HET females, and orange circles are shared DEGs upregulated in both males and females. Right—Same as left but displaying only shared DEGs. (**H**,**I**). UCSC genome browser view highlighting shared DEGs for males and females, *Gjb1* and *Cdkn1c*.

**Figure 2:**
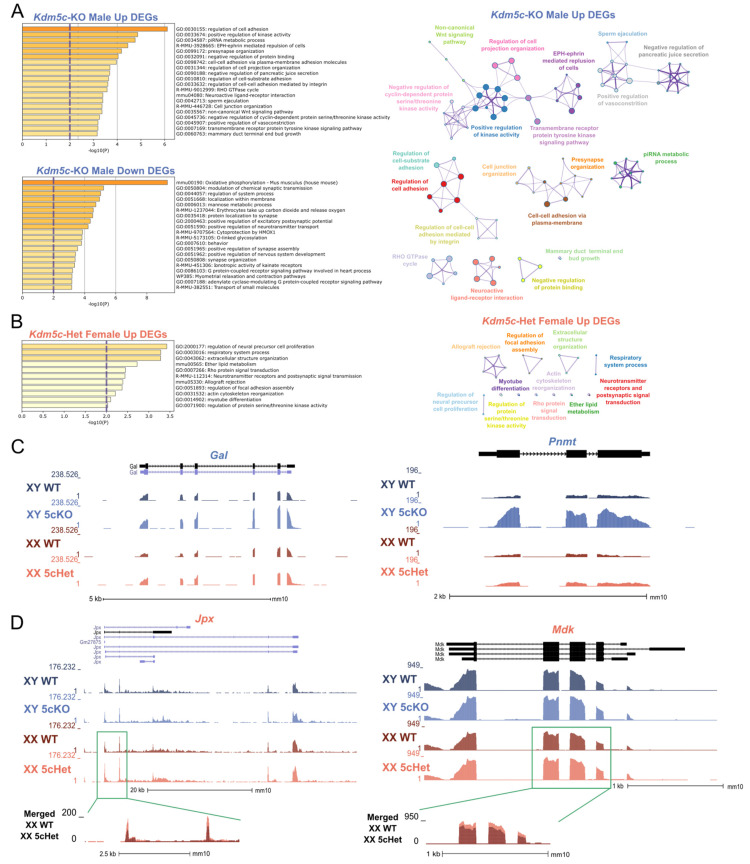
*Sexually dimorphic changes in genes related to development, aggression, and memory with loss of Kdm5c*. (**A**,**B**). Top gene ontology (GO) terms from Metascape for DEGs in *Kdm5c*-KO males (**A**) and *Kdm5c*-HET females (**B**). The purple dashed lines indicate the significance threshold. Right—Metascape GO enrichment map. Colors: enrichment networks, nodes: gene ontologies, edges: ontologies with a Kappa similarity greater than 0.3, thicker edges representing a greater Kappa similarity. (**C**). UCSC genome browser view of two genes, *Gal* and *Pnmt*, uniquely upregulated in *Kdm5c*-KO males (XY 5cKO) but not in *Kdm5c*-HET females (XX 5cHet). (**D**) Two genes, *Jpx* and *Mdk*, are uniquely upregulated in XX 5cHET but not in XY 5cKO.

**Figure 3:**
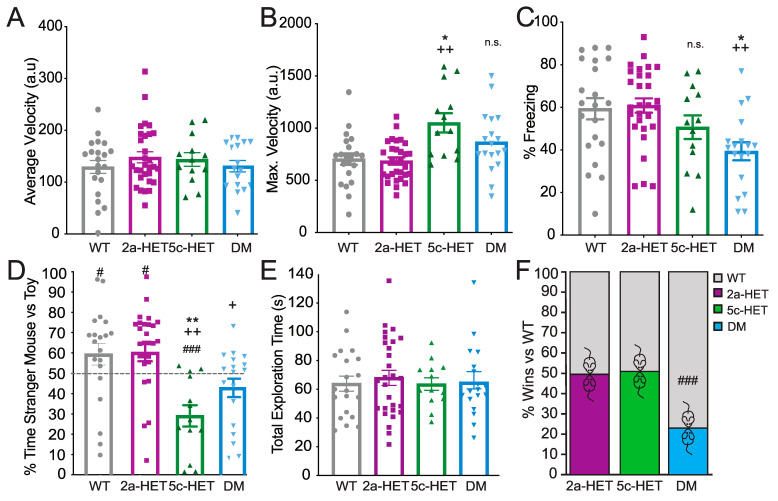
Altered memory and social phenotypes in Kdm5c-Het female mice are not rescued—and may be exacerbated—in double mutant mice. (**A**–**C**) Foreground context fear conditioning. (**A**) There were no differences across genotypes in locomotor activity during training. (**B**) *Kdm5c*-HET females showed exaggerated locomotor response to footshock during context fear conditioning. (**C**) DM but not *Kdm5c*-HET females showed deficits in a foreground context fear conditioning paradigm. (**D**) In contrast to context fear conditioning, both *Kdm5c*-HET and DM females showed deficits in social preference in the three-chambered task. *Kdm5c*-HET mice showed a robust aversion to the stranger and preference for a toy mouse, whereas DM mice exhibited no preference for, and also no aversion to, the stranger mouse. (**E**) Differences across genotypes were not due to differences in exploration—all groups showed equivalent total exploration of stranger and toy mouse combined. (**F**) DM females, as previously observed in males, showed striking submissive behavior in the Social Dominance Tube Test. Neither *Kdm5c*- nor *Kmt2a*-HET females were different from wildtypes. # *p* < 0.05, ### *p* < 0.001 vs. 50%; * *p* < 0.05, ** *p* < 0.01 vs. WT, + *p* = 0.057, ++ *p* < 0.01 vs. *2a*-HET, n.s. = non-significant. N = 21 (WT), 13 (*Kdm5c*-HET), 29 (*Kmt2a*-HET), and 16 (DM): all 4–6-month-old adult females.

**Table 1:** Eleven genes significantly upregulated in the *Kdm5c-HET* female but not in the *Kdm5c*-KO male forebrain.

MGI Symbol	Full Name	Ensembl	Base Mean	XX log2FC	XX padj	XY log2FC	XY padj	Feature Type	Known Functions
*Arhgef19*	Rho guanine nucleotide exchange factor (GEF) 19	ENSMUSG00000028919	98.585	0.346	0.021	0.088	0.739	protein coding gene	Not much known in the brain, but SNPs are implicated in language impairments [55].
*Gm46620*	predicted gene, 46620	ENSMUSG00000118012	165.056	0.305	0.061	−0.185	0.253	lncRNA gene	Gene module with no known function
*Mdk*	midkine	ENSMUSG00000027239	331.224	0.305	0.028	0.116	0.546	protein coding gene	Growth factor highly expressed during early brain development [56]. Promotes neurite outgrowth and survival [57].
*Cfap100*	cilia and flagella associated protein 100	ENSMUSG00000048794	122.031	0.305	0.098	0.140	0.493	protein coding gene	Unknown function, but structurally similar to proteins involved in cilia and flagella motility [58].
*H2-Ab1*	histocompatibility 2, class II antigen A, beta 1	ENSMUSG00000073421	15.660	0.302	0.011	0.050	0.804	protein coding gene	Influences antigen processing and presentation via MHC class II [59]. No known brain function.
*Jpx*	Jpx transcript, Xist activator (non-protein coding)	ENSMUSG00000097571	154.681	0.297	0.088	0.048	0.866	lncRNA gene	Long non-coding RNA that induces Xist expression for X-inactivation [53,54].
*Dppa5a*	developmental pluripotency associated 5A	ENSMUSG00000060461	18.336	0.234	0.041	0.139	0.392	protein coding gene	Highly expressed in embryonic stem cells and germ cells and thought to play a role in pluripotency [60,61].
*Rhov*	ras homolog family member V	ENSMUSG00000034226	498.992	0.220	0.098	0.021	0.936	protein coding gene	Atypical, constitutively active GTPase implicated in neural crest development [62].
*Trim71*	tripartite motif-containing 71	ENSMUSG00000079259	18.205	0.196	0.068	0.151	0.166	protein coding gene	Plays important roles in embryonic neurogenesis [63] and postnatal ependymal cells [64].
*Rcn1*	reticulocalbin 1	ENSMUSG00000005973	1336.228	0.189	0.083	0.143	0.127	protein coding gene	Calcium binding protein located in the endoplasmic reticulum [65].
*Car11*	carbonic anhydrase 11	ENSMUSG00000003273	2481.408	0.169	0.039	0.103	0.227	protein coding gene	Homologous to Car10, potential extracellular binding partner of neurexin that influence synaptogenesis [66]

## Data Availability

The RNA-seq data are available in NCBI’s Gene Expression Omnibus (Accession number: GSE206346).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12040637/s1, Table S1: all differentially expressed up- and downregulated genes found in males and females.

## Abbreviations

ATRX	Alpha-thalassemia/mental retardation-X gene
DEG	Differentially expressed gene
H3K4me	Histone H3K4 methylation
*KDM5C*	Lysine Demethylase 5C
*Kdm5c-HET*	Heterozygous for *Kdm5c* loss
*Kdm5c*-KO	*Kdm5c* knockout
Log2FC	Log 2 fold change
MRXSCJ	Intellectual developmental disorder, X-linked syndromic, Claes-Jensen type

How the deposited data were processed for this re-analysis (not part of the article)

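Forebrains (cortices and hippocampi) of 16 mice at P6 were analysed, 4 WT males, 4 *Kdm5c*-KO males, 4 WT females, and 4 *Kdm5c*-HET females. The authors made poly(A)-enriched libraries with a directional kit and sequenced them as paired-end reads. They mapped the reads to mm10 with STAR, removed duplicates, kept uniquely mapped reads, and counted reads per gene with FeatureCounts. The authors deposited these counts without normalization, as whole numbers for 54219 Ensembl genes, of which 35337 had a count in at least 1 animal. The paper's text does not name the strand setting of the counting. All columns were assigned to animals by the names in the sample labels, and each animal's condition was taken from those labels.

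Replicates were first compared with each other. Over the 24 pairs of animals within a group, the chi-square statistic per gene ranged from 2.89 to 15.2, above the sampling noise in every pair. No pair thus looked like repeated reads of 1 library. Each animal was counted as 1 replicate because the paper reports 4 animals per genotype. Some animals share a litter, but the litter of each animal is not given, so no test takes litter into account. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 17866, normalized by TMM, and fitted with glmQLFit over all 16 animals with 1 mean per group and no covariate. The contrasts of *Kdm5c*-KO with WT males, *Kdm5c*-HET with WT females, their difference (the sex by genotype interaction), and WT females with WT males were tested with glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The threshold was an adjusted p-value of 0.1. CPM values were TMM-normalized. The principal component analysis used log2 CPM with a prior count of 2 and the 500 most variable genes, and its shares were tested exactly over the 12870 splits of the animals into 8 and 8 for sex and the 4900 relabellings within sex for genotype. Single genes were compared with exact two-sided permutation tests of 4 animals against 4, which cannot give a p-value below 0.0286. Where every WT animal had at most 3 counts, the fold was computed against that floor and is a lower bound, which covers counting error only.

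Before use, the tests were run on simulated counts drawn from the means and library sizes of the animals with 200 genes changed. edgeR recovered 89% of genes changed by 1 on the log2 scale in males with 7.29% false calls, and 65.5% of genes changed by 0.5 in females with 9.03% false calls (17634 genes tested). For the interaction, 15.4% of the calls were false, above the nominal level. DESeq2 recovered 94.5% with 15.6% false calls (17866 genes tested).

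The alternatives set before the data were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every animal, a fit of only the 8 animals of a sex, the letter D or E of the sample label as a covariate, a threshold of 0.05, leaving out each animal in turn, fold changes shrunk with apeglm 1.24.0, a line through the origin, and a line over all genes upregulated in males. DESeq2's fold changes unshrunk and with a normal prior, in its per-contrast and per-coefficient forms, and the handling of *Otol1* in the line, were added after the data were seen. The genes named are those the paper names in its results, Figures 1 and 2, and Table 1, and the 5 with the largest rise and the 5 with the largest fall among the DEGs of each contrast. ENSMUSG00000095597 was chosen after its values were seen.

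Gene symbols were taken from Table S1 and Table 1, which pair 1015 of the Ensembl identifiers with a symbol, and coordinates from RefSeq on GRCm38.p6 (mm10) by symbol. *Kdm5c*, *Xist*, and the Y-linked genes are not paired with an identifier there. The expression of *Kdm5c*, the gene set tests, and the principal component analysis without *Xist* and Y-linked genes are therefore not analysed here. Gene ontologies are not analysed here either.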

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

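The near-letter comparison of splits, the draws balanced in letter and genotype, and the tests of sex-linked genes and of the letter's effect on the interaction were chosen only after the result was seen, and so was the redrawing of the letters.

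In 10 of 168 groups of 4 animals, 1 animal lay far from the other 3 on the scale of the group's range. The gap divided by the range was 0.864 for *Tnxb* in WT male 2D (7.1 CPM, nearest 6.95), 0.833 for *Itprid1* in WT male 1E (2.03 CPM, nearest 2.92), 0.83 for *H2-Ab1* in WT male 7D (0.628 CPM, nearest 0.448), 0.975 for *Hdac4* in WT male 5D (73.3 CPM, nearest 69), 0.853 for *Gm5089* in *Kdm5c*-KO male 6D (0.279 CPM, nearest 0.0409), 0.838 for *H2-Ab1* in WT female 4E (0.542 CPM, nearest 0.308), and 0.862 for the score of WT male 1E on the third principal component (23.4, nearest 6.71). It was 1 for *Otol1* in WT male 7D, *Otol1* in WT female 1D, and *D1Pas1* in WT female 1D, where the animal had 1 count and the others 0. A share of 5.95% of the groups is near the 5% that this rule gives with no true outlier, which would be 8.4 groups. The 10 lie in 7 animals, at most 2 in each. No biological explanation was tested.

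The change differed between *Kdm5c*-KO males and *Kdm5c*-HET females for 7 genes by the interaction test. The difference in Log2FC, males minus females, was 2.01 for *Tex14* (q = 0.00561), 1.34 for *Tnxb* (q = 0.0214), 1.29 for *Nkpd1* (q = 0.058), 1.01 for *Scarf2* (q = 0.0152), 0.752 for *Cilp2* (q = 0.00483), 0.63 for *Ntn3* (q = 0.0214), and 0.321 for *Srrm3* (q = 0.0322), all from edgeR's quasi-likelihood test. RefSeq genes overlap *Tex14*, *Tnxb*, and *Cilp2*, whose counts are uncertain to that extent. *Nkpd1* lost its call in 9 of the 16 fits that each left out one animal. With the letter of the sample label as a covariate, 7 of the 7 were called. The share of letter E differs equally between the genotypes of both sexes, so an effect of the letter that is the same in all groups cancels in this contrast, and the covariate does not test the letter as their source. Genotypes were redrawn within each sex as other splits of the animals. Of 100 draws, the real one included, 8 gave at least as many genes, up to 2402. The 4 draws with the most genes follow the letter, and the other 3, with 110, 59, and 37 genes, put true mutants unequally into the redrawn groups, by a difference in share of 1. The letter or the genotype thus enters all 7, which the real groups avoid, so these draws do not test the interaction. With the letter as a covariate, 6 of 100 draws, the real one included, gave at least the 24 genes of the real genotypes, up to 162. Besides the real one, all but the draw with 38 genes put true mutants unequally into the redrawn groups, by a difference in share of 1. The draw with 38 genes has no such difference, and the letter is already in that fit, so the same reason does not cover it. Among 100 of the 339 splits in which neither the letter nor the genotype enters the contrast, 1 gave as many, the real one, and the others at most 5. With the letter as a covariate it was 1 of 100 as well, and the others gave at most 9 against 24. For the 7 genes this argues against the grouping of the animals alone, with a limit. True mutants and WT animals share groups in such draws, which can widen the spread and lower the counts. For the 24 genes found with the letter, the draw with 38 genes leaves the grouping open. The contrast sets males without an intact *Kdm5c* allele against females that keep an intact allele. Sex and the number of intact alleles stay among the open explanations, untested, and this contrast cannot separate them.

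The paper reports no list for WT females against WT males. Here 463 genes were higher and 431 lower in WT females (edgeR's quasi-likelihood test, q under 0.1). Of the 894, 94% (840) lie in the part of the table before the X chromosome, 49 of 579 tested genes on the X, and 5 after it, which argues against sex-linked genes alone. Among the 35 splits of the 8 WT animals into 4 and 4, 1 gave as many, the real one, and the others at most 10. With the letter as a covariate the number rose by a factor of 1.88 rather than falling, which argues against the letter as its source. The number rests on single animals, though. It was 69 without WT female 5E, 73 without WT male 5D, 319 without WT male 7D, and 436 without WT female 4E. A biological difference between the sexes and one between litters stay open, untested.

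With the letter D or E as a covariate, 4219 genes (23.6%) differed between the letters at q under 0.1, 2073 higher in the 8 E animals and 2146 in the 8 D animals, with a median absolute Log2FC of 0.173. Of 100 draws of the letters within the groups, 1 gave as many, the real one, and the others at most 1. The libraries of D animals had a median total of 26000211 and those of E animals of 24167386. After thinning every library to the smallest total, 4081 genes were still called, which argues against depth. The paper's text does not state what the letter stands for, and neither a batch nor a biological difference between D and E animals was tested.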

How the results depend on the processing

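*Otol1* at its lower bound or left out of the line and the unshrunk and normal-prior fold changes of DESeq2 were chosen only after the result was seen. No paired analysis was run, because the groups share no animal label, taken as number and letter together. The numbers alone recur between groups, but the paper's text does not state that they pair animals. Not run, for want of a symbol for *Kdm5c*, *Xist*, and the Y-linked genes, were the female to male ratio of *Kdm5c*, the component analysis without those genes, and the gene set tests. The fit of 8 animals gives no interaction and no contrast of WT animals. Where a count moved, the cause was not tested, except that a stricter threshold calls fewer genes by its own construction.

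The number of upregulated DEGs in *Kdm5c*-KO males stayed within 1.5 times of 635 under every alternative. Downregulated DEGs in males numbered 302, but 469 without the filter, 147 with only the 8 males, 611 with the letter, and 134 at q under 0.05. Upregulated DEGs in females numbered 194 without the filter and 144 with the letter, against 86. Downregulated DEGs in females numbered 14 with DESeq2, 34 without the filter, 1 with only the 8 females, 13 with the letter, and 1 at q under 0.05, against 5. DEGs upregulated in both sexes numbered 146 without the filter, against 82, and DEGs downregulated in both sexes 5 with DESeq2, 13 without the filter, 1 with 8 animals, 6 with the letter, and 1 at q under 0.05, against 3. Interaction genes numbered 26 with DESeq2, 80 without the filter, and 24 with the letter. Genes differing between WT females and WT males numbered 1517 with DESeq2, 1679 with the letter, and 348 at q under 0.05, against 894. The slope was 0.195 with apeglm, 0.406 with the normal prior per contrast, and 0.141 per coefficient, against 0.629. With all genes the share of the first component for genotype was 2.42% (exact p = 0.522). With DESeq2, 1 gene of Table 1 passed the interaction test, against 0 (5 at an unadjusted p under 0.05).

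Across the 16 fits that each left out one animal, upregulated DEGs in males ranged from 446 to 705, downregulated from 107 to 424, upregulated in females from 50 to 84, downregulated from 0 to 7, upregulated in both sexes from 48 to 78, downregulated in both from 0 to 3, interaction genes from 5 to 9, and genes differing between WT animals from 69 to 1243. The lowest counts in males, upregulated and then downregulated, came without WT males 2D (446 and 125), 5D (448 and 107), and 7D (506 and 158) and *Kdm5c*-KO males 2E (448 and 113) and 3E (458 and 135). In females the lowest upregulated counts came without WT female 3D (50) and *Kdm5c*-HET female 8E (51), the same fits that gave 49 and 48 genes upregulated in both sexes. The lowest downregulated count, 0, came without WT female 3D. The slope ranged from 0.573 to 0.771, the share of male-only upregulated DEGs with a positive Log2FC in females from 85.4% to 95.2%, the share of the first component for sex from 90.2% to 96.3%, and that for genotype from 1.21% to 7.88%. No gene of Table 1 passed the interaction test in any of them.

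Of 90 results on single genes, 54 kept direction and side of the threshold under the alternatives set before the data were examined and 36 did not, with 130 values weaker, 57 stronger, and 1 reversed among 2085. The reversed one is the Log2FC of *Rhov* in males, which ranged from -0.0147 (without *Kdm5c*-KO male 4D) to 0.0617 over the 16 fits. Under the normal prior per coefficient, the Log2FC of *Pnmt* in females (-0.0415), *H2-Ab1* in males (-0.00451), and *Jpx* in males (-0.0584) reversed. Low counts limit *Otol1*, *D1Pas1*, *Tspo2*, *Jsrp1*, *H2-Ab1*, *Dppa5a*, and *Trim71*, whose WT animals had few counts.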

Differences from the paper's values

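The per-contrast and per-coefficient normal prior was chosen only after the result was seen. The paper's Table S1 lists 14 genes downregulated in *Kdm5c*-HET females, and 5 were called here. DESeq2 (14) and the letter as a covariate (13) closed the gap, and the other alternatives set before the data were examined did not. The paper gives 20 female-specific DEGs and 6 were found here, with 20 under DESeq2 and 28 with the letter, the only alternatives that closed it. For DEGs downregulated in both sexes the paper's table gives 5 and 3 were found here, with 5 under DESeq2 and 6 with the letter, again the only ones. The paper's text gives 847 male-specific DEGs, its Table S1 gives 963, and 852 were found here (963 with DESeq2).

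The paper gives the female changes as 40% of the male ones, and the slope here was 62.9%. Requiring 10 counts in every animal (0.512), fitting only the 8 animals of a sex (0.552), leaving out WT male 7D (0.573), and using all genes upregulated in males (0.543) brought it within 1.5 times of the paper's value, and no other alternative set before the data were examined did. With the normal prior per contrast, chosen after seeing the values, it was 0.406, and with *Otol1* at its lower bound (0.527) or left out (0.531), also chosen after seeing the values, it came within 1.5 times.

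The Log2FC of *Gjb1* is 1.96 in males and 1.17 in females in the paper, and was 3.46 and 2.57 here. That of *Cdkn1c* is 0.89 and 0.472 in the paper, and was 1.99 and 1.15 here. In the paper's Table S1, males and then females, the Log2FC is 1.87 and 1.06 for *Scarf2* (2.56 and 1.55 here), 1.46 and 0.631 for *Tnxb* (2.48 and 1.14 here), 1.44 and 0.791 for *Tcfl5* (2.01 and 1.24 here), 1.42 and 0.926 for *Rps4l* (1.89 and 1.29 here), 1.3 and 0.769 for *Itprid1* (2.48 and 1.59 here), 0.849 and 0.188 for *Pnmt* (2.47 and 0.986 here), and 0.373 and 0.255 for *Gal* (1.04 and 0.839 here). None of the alternatives set before the data were examined closed these gaps. RefSeq genes overlap *Tnxb*, *Tcfl5*, and *Rps4l*.

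For Table 1, the paper's Log2FC in females and the value here were 0.346 and 0.772 for *Arhgef19*, 0.305 and 0.877 for *Gm46620*, 0.302 and 1.59 for *H2-Ab1*, 0.234 and 1.48 for *Dppa5a*, and 0.196 and 1.72 for *Trim71*, and in males 0.139 and 0.658 for *Dppa5a* and 0.151 and 1.17 for *Trim71*. None of the alternatives set before the data were examined closed these gaps, and the normal prior per contrast, chosen after seeing the values, did. For *Gm46620* in males, -0.185 in the paper and -0.534 here, leaving out WT male 2D or *Kdm5c*-KO male 2E closed it. For *Mdk* in females, 0.305 and 0.428, the letter, apeglm, and leaving out WT female 3D or *Kdm5c*-HET female 6E or 9D did. For *Cfap100*, 0.305 and 0.602, apeglm did, and for *Jpx*, 0.297 and 0.441, the letter, apeglm, and leaving out WT female 1D or 3D. Over the 1106 entries of Table S1, the normal prior per contrast, chosen after seeing the values, differed from the paper's Log2FC by at most 6.5e-07 in males and 5.2e-07 in females, while apeglm, which the paper's methods name, differed by up to 6.2 and 2.1.

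The paper's q for *Gjb1* is 1.92e-82 in males and 4.01e-37 in females (1.93e-10 and 1.41e-07 here, edgeR's quasi-likelihood test), and for *Cdkn1c* 8.02e-20 and 1.48e-05 (1.7e-07 and 0.00119 here). DESeq2, with or without apeglm, closed these gaps, and for *Cdkn1c* in females the letter did as well.

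The paper states that, among the DEGs, *Gjb1* has the greatest Log2FC in both sexes. It ranked 3 in males and 2 in females here, 3 and 1 with *Otol1* at its lower bound, which was chosen after seeing the values, and 1 in both with at least 10 counts in every animal and with the normal prior per contrast, with apeglm 3 and 1, and, both chosen after seeing the values, 3 and 4 with unshrunk DESeq2 and 2 and 3 with the normal prior per coefficient. The paper states that the genes with the largest changes are shared by the sexes. Of the 20 largest rises, 8 in males and 18 in females were shared here, 16 and 20 with at least 10 counts in every animal, and 12 and 17 with apeglm. Chosen after seeing the values, unshrunk DESeq2 gave 10 and 17 and both forms of the normal prior 20 and 20. The paper lists the genes of Table 1 as called in females. With DESeq2 all of them were called, and here *H2-Ab1* and *Dppa5a* were. Without the filter, *Arhgef19*, *Gm46620*, *Mdk*, *Cfap100*, and *Trim71* were called as well, and with the letter *Arhgef19*, *Gm46620*, *Mdk*, *Rhov*, *Trim71*, *Rcn1*, and *Car11*. Requiring 10 counts in every animal called *Arhgef19* and removed *H2-Ab1*, *Dppa5a*, and *Trim71* before testing. Fitting only the females called *Mdk* and lost *H2-Ab1* (q = 0.102) and *Dppa5a* (q = 0.216), and leaving out single animals called *Arhgef19*, *Gm46620*, *Mdk*, *Jpx*, or *Rcn1*.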

Other observations

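The tests of depth, of the stretch around *Kdm5c*, of the genes called in males only, of the prior on the counts themselves, and of *Ttr* with *Aqp1*, were chosen only after the result was seen.

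More DEGs were called in *Kdm5c*-KO males than in *Kdm5c*-HET females. A larger spread between female animals is not borne out, since the median within-group standard deviation of females was 0.914 times that of males. Nor is a lower depth, since the ratio of the median totals was 1 after rounding. Of the 35 splits of the 8 males into 4 and 4, 1 gave as many DEGs as the 937 of the real one, and of the 35 splits of the 8 females 1 gave as many as 91. The largest other split gave 638 in males and 5 in females, and the one in males lies close to the letter of the sample label. With the letter as a covariate, the number of DEGs in males rose by a factor of 1.57 rather than falling.

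A haplotype carried along with the targeted allele would raise the number of DEGs around *Kdm5c* in males. From *Wnk3* to *Adgrg2* on the X chromosome, 2 of 46 tested genes were called, and 64.6% of the 534 stretches of the same length on the X had as many. *Wnk3* and *Adgrg2* were the nearest named genes on either side of *Kdm5c*, and names came from the paper's lists of DEGs. The bounds thus left named DEGs out of the stretch, so its count cannot argue for or against such a haplotype. In the same stretch the unnamed gene ENSMUSG00000095597 had 1.8 CPM in WT male 1E and 1.37 CPM in *Kdm5c*-KO male 2E, and between 20.2 and 28.8 CPM in the other animals. It was chosen after its values were seen, and 13 of 10074 genes over 10 CPM have a gap of this kind.

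A hypothesis is that many genes upregulated in males only change in the same direction in females without passing the threshold there. Of them 89.7% were also higher in *Kdm5c*-HET females, and the interaction test called 0 (213 at an unadjusted p under 0.05), so the data are consistent with it. The change was smaller in females for 546 of the 553, with a median Log2FC of 0.208 against 0.576. Genes chosen for passing in males and not in females lean that way by their choice, so whether the changes are of equal size stays open. A second hypothesis is that a normal prior lowers the slope of female on male Log2FC. In counts simulated with a female change of 0.63 times the male one, the slope was 0.603 with edgeR, 0.59 with unshrunk DESeq2, and 0.487 after a normal prior, between the outcomes set for and against and within the jackknife standard error of the slope, 0.174, of both, so this simulation alone does not decide. At 0.41 times, the slope fell from 0.439 to 0.237 with the prior, and at equal changes it went from 0.933 to 0.946. In the counts themselves, over the 111 genes DESeq2 called in both sexes, the slope was 0.671 unshrunk and 0.406 with the normal prior per contrast. It was lower with the prior in each of the 16 fits that left out one animal (from 0.596 to 0.743 unshrunk, from 0.337 to 0.465 with the prior). These values are consistent with a lowering by the prior, while the simulation at 0.63 reached only part of the fall.

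*Ttr* and *Aqp1* fell together in *Kdm5c*-KO males. A candidate explanation is choroid plexus carried along in the dissection of some animals, which would make both genes high in the same animals. In 12 of 16 animals both lay on the same side of the median (exact one-sided p = 0.066), and *Kdm5c*-HET female 9D was high in *Aqp1* and low in *Ttr*. Among the WT animals, both genes split together. Males 2D and 5D and females 1D and 3D had 181 to 202 CPM of *Ttr* and 3.03 to 3.6 CPM of *Aqp1*. The other WT animals had 0.277 to 5.6 CPM and 0.701 to 1.2 CPM. These values argue against genotype as the source of the split among WT animals. Whether the low values in *Kdm5c*-KO males have the same source or come with genotype cannot be told with so few animals.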
